# The Novel Long Noncoding RNA linc00467 Promotes Cell Survival but Is Down-Regulated by N-Myc

**DOI:** 10.1371/journal.pone.0088112

**Published:** 2014-02-19

**Authors:** Bernard Atmadibrata, Pei Y. Liu, Nicolas Sokolowski, Lihong Zhang, Matthew Wong, Andrew E. Tee, Glenn M. Marshall, Tao Liu

## Abstract

The worst subtype of neuroblastoma is caused by *MYCN* oncogene amplification and N-Myc oncoprotein over-expression. Long noncoding RNAs (lncRNAs) are emerging as critical regulators of gene expression and tumourigenesis. While Myc oncoproteins are well-known to exert tumourigenic effects by regulating the expression of protein-coding genes and microRNAs, little is known about which lncRNAs are Myc targets and whether the Myc target lncRNAs play a role in Myc-induced oncogenesis. Here we performed differential gene expression studies using lncRNA microarray in neuroblastoma cells after transfection with control or N-Myc-specific small interfering RNA (siRNA), and identified N-Myc target lncRNAs including the novel lncRNA linc00467, the expression and function of which were completely unknown. RT-PCR, chromatin immunoprecipitation and luciferase assays showed that N-Myc suppressed *linc00467* gene expression through direct binding to the *linc00467* gene promoter and reducing *linc00467* promoter activity. While N-Myc suppressed the expression of *RD3*, the protein-coding gene immediately down-stream of *linc00467* gene, through direct binding to the *RD3* gene promoter and reducing *RD3* promoter activity, linc00467 reduced RD3 mRNA expression. Moreover, Affymetrix microarray analysis revealed that one of genes significantly up-regulated by linc00467 siRNA was the tumour suppressor gene DKK1. Importantly, knocking-down linc00467 expression with siRNA in neuroblastoma cells reduced the number of viable cells and increased the percentage of apoptotic cells, and co-transfection with DKK1 siRNA blocked the effects. These findings therefore demonstrate that N-Myc-mediated suppression of *linc00467* gene transcription counterintuitively blocks N-Myc-mediated reduction in RD3 mRNA expression, and reduces neuroblastoma cell survival by inducing DKK1 expression.

## Introduction

Neuroblastoma is a solid extracranial paediatric cancer that arises from neural crest cells, and accounts for 15% of cancer-related death in children [1]. Amplification of *MYCN* oncogene and consequent N-Myc oncoprotein over-expression occur in approximately 40% of high risk neuroblastoma, and is clinically associated with cancer metastasis, resistance to therapies and poor patient outcome [1], [2].

Myc oncoproteins, including N-Myc and c-Myc, exert biological effects through modulating gene transcription. After Myc oncoproteins dimerize with Max, the Myc-MAX complex binds to Myc-responsive element E-boxes at target gene promoters, leading to transcriptional activation [3], [4]. On the other hand, Myc oncoproteins repress gene transcription by forming transcriptional repressor complexes with histone deacetylases at Sp1-binding sites of target gene promoters [5], [6], [7], [8]. Identifying N-Myc target genes and understanding the function of the N-Myc target genes are important in developing better anticancer therapies.

Long noncoding RNAs (lncRNAs) are transcripts longer than 200 nucleotides without a functional open reading frame, and can be divided into five different types: sense, antisense, bidirectional, intronic and intergenic (lincRNA) [9], [10]. lncRNAs are emerging as important regulators of gene transcription, tumour initiation and progression [9], [10]. For example, lincRNA-p21 is directly activated by p53 and functions as an inhibitor of the genes that interfere with apoptosis [11], the lincRNA CTBP1-AS promotes both hormone-dependent and castration-resistant prostate cancer growth [12], and the lincRNA MALAT1 and HOTAIR play critical roles in lung and breast cancer invasion and metastasis [13], [14].

Myc oncoproteins have been extensively shown to modulate the expression of microRNAs, and targeting the microRNAs is a promising approach for treating Myc-induced cancers (reviewed in [15]). However, little is known about which lincRNAs are Myc targets and whether the Myc target lincRNAs play a role in Myc-induced cancer. Here, we screened for lincRNA targets of N-Myc in neuroblastoma cells by noncoding RNA microarray, and identified linc00467 as an N-Myc target. While linc00467 had not been studied at all in the literature, we discovered that linc00467 suppressed the expression of its downstream protein-coding gene RD3, and induced neuroblastoma cell survival by reducing the expression of the tumour suppressor gene DKK1.

## Results

### N-Myc suppresses the expression of the long noncoding RNA linc00467 by direct binding to its gene promoter

Myc oncoproteins exert biological effects by modulating gene transcription. However, it is unknown whether N-Myc modulates the transcription of lncRNAs. We therefore performed differential gene expression analysis using NCode™ Human Non-coding RNA Microarray in BE(2)-C neuroblastoma cells 30 hours after transfection with control siRNA or N-Myc siRNA No. 1 (N-Myc siRNA-1). As shown in Table 1, the microarray gene expression study showed that 5 lncRNAs were down-regulated, and 1 lncRNA was up-regulated, by N-Myc siRNA-1 within 30 hours by more than 2 fold. One of the lncRNAs most significantly up-regulated by N-Myc siRNA-1 was *linc00467*, which was identified by Human Genome Organisation Gene Nomenclature Committee (HGNC) according to published DNA and cDNA sequencing data [16], [17], [18], [19], [20].

**Table 1:** Modulation of lncRNA expression by N-Myc siRNA-1 by more than 2 fold thirty hours after siRNA transfection, as identified by lncRNA microarray.

Probe name	Target ID	Probe Sequence	Fold change
h13721	AL122062	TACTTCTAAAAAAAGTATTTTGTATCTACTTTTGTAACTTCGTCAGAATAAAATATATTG; TTCGTCAGAATAAAATATATTG	0.33
h03377	AK002005	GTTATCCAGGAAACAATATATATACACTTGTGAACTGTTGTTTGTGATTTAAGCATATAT	0.36
h31926	uc002oww	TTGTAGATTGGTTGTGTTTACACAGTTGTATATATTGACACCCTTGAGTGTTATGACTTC	0.37
h33198	uc002vpg	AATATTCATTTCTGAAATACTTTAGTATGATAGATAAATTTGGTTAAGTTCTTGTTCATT	0.46
h17938	BC039246	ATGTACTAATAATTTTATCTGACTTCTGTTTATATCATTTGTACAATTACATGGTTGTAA	0.47
h26159	linc00467	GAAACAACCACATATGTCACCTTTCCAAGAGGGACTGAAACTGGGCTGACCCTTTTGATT	2.17

To validate the microarray data, we performed siRNA transfections with control siRNA, N-Myc siRNA-1 or N-Myc siRNA-2 for 48 hours in two *MYCN* oncogene amplified human neuroblastoma cell lines, BE(2)-C and Kelly, followed by real-time RT-PCR study of linc00467. As shown in Figure 1A, transfection with N-Myc siRNA-1 or N-Myc siRNA-2 reduced the expression of both N-Myc mRNA and protein in the two neuroblastoma cell lines. Consistent with the microarray data, down-regulation of N-Myc expression resulted in increased linc00467 expression (Figure 1B). We next performed RT-PCR study of N-Myc and linc00467 in SHEP-21N neuroblastoma cells, which were stably transfected with a tetracycline withdrawal-inducible N-Myc expression construct [6], [7], 48 hours after incubation with or without tetracycline. As shown in Figure 1C, withdrawal of tetracycline induced N-Myc expression, and reduced linc00467 RNA expression.

**Figure 1:**
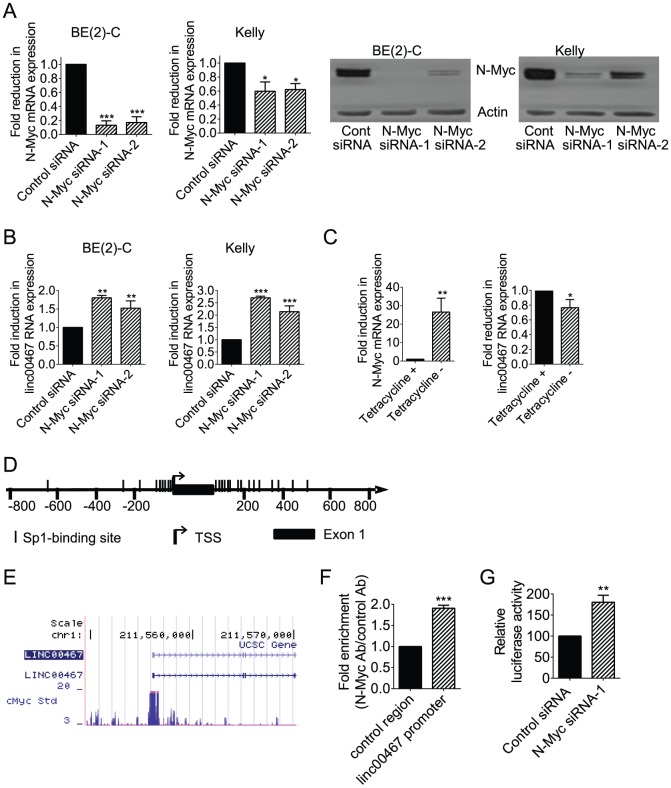
N-Myc represses *linc00467* gene expression by direct binding to the linc00467 gene promoter. (**A–B**). BE(2)-C and Kelly cells were transfected with scrambled control (Cont) siRNA, N-Myc siRNA-1 or N-Myc siRNA-2 for 48 hours, followed by RNA and protein extraction, real-time RT-PCR and immunoblot analyses of N-Myc mRNA, protein expression (**A**) or linc00467 RNA expression (**B**). (**C**) SHEP-21N cells were incubated with or without tetracycline for 48 hours, followed by RNA extraction and RT-PCR analysis of N-Myc and linc00467 RNA expression. (**D**) Schematic representation of the *linc00467* gene promoter. TSS represented transcription start site, and | represented Sp1-binding sites. (**E**) ChIP-Seq data from Dr. Michael Snyder's group at Yale University for the ENCODE/SYDH project generated from K562 cells. (**F**) ChIP assays were performed with a control or anti-N-Myc antibody (Ab) and primers targeting a negative control region or the *linc00467* gene core promoter region enriched in Sp1-binding sites in BE(2)-C cells. Fold enrichment was calculated by dividing PCR products from DNA samples immunoprecipitated with the anti-N-Myc Ab by PCR products from DNA samples immunoprecipitated with the control Ab, relative to input. Fold enrichment at the negative control region was artificially set as 1.0. (**G**) BE(2)-C cells were transfected with control siRNA or N-Myc siRNA-1, followed by co-transfection with Cypridina TK control construct plus empty vector or *linc00467* gene promoter pLightSwitch_Prom construct. Luciferase activities were measured with a LightSwitch Dual Assay System kit, and expressed as a percentage change relative to control siRNA transfected samples. Error bars represented standard error. *, ** and *** indicated *P*<0.05, 0.01 and 0.001 respectively.

We have shown previously that N-Myc represses gene transcription by recruiting histone deacetylases to Sp1-binding site-enriched regions of target gene promoters [5], [6], [7], [8]. To understand whether N-Myc could directly repress *linc00467* gene transcription, we firstly analysed transcription factor binding sites at the *linc00467* gene promoter with Gene-Regulation software (http://www.gene-regulation.com/pub/programs/alibaba2/index.html). Results showed that Sp1-binding sites were enriched at −176 bp to −14 bp upstream of *linc00467* gene transcription start site as well as +7 bp to +426 bp in intron 1 (Figure 1D). We then examined a c-Myc chromatin immunoprecipitation-sequencing (ChIP-Seq) dataset, which was generated by Dr. Michael Snyder's group at Yale University for the ENCODE/SYDH project (The Encyclopedia of DNA Elements/Stanford/Yale/USC/Harvard genome project). As shown in Figure 1E, the ChIP-seq data showed that c-Myc oncoprotein bound to the *linc00467* gene core promoter region matching the Sp1-binding site-enriched region in K562 leukemia cells. Consistently, our own ChIP assays showed that an anti-N-Myc antibody efficiently immunoprecipitated the region of the *linc00467* gene core promoter enriched in the Sp1-binding sites in BE(2)-C neuroblastoma cells (Figure 1F), in addition to the gene core promoter of ODC1 (Figure S1), a well-known Myc target gene. To further understand whether the binding of N-Myc to the *linc00467* gene promoter region repressed *linc00467* gene transcription, the Sp1-binding site-enriched region of the *linc00467* gene promoter was cloned into a pLightSwitch_Prom construct. Luciferase assays were performed in BE(2)-C cells after transfection with control siRNA or N-Myc siRNA-1, followed by transfection with a pLightSwitch_Prom construct expressing empty vector or the *linc00467* promoter region. Results showed that knocking-down N-Myc expression significantly up-regulated luciferase activity of the pLightSwitch_Prom construct expressing the *linc00467* promoter region (Figure 1G). Taken together, the data suggest that N-Myc represses *linc00467* gene transcription by direct binding to the Sp1-binding site-enriched region of the *linc00467* gene promoter and reducing *linc00467* promoter activity.

### Linc00467 reduces mRNA expression of the linc00467 neighbouring protein-coding gene RD3

lincRNAs exert biological functions partly through *in cis* regulation of mRNA expression of their neighbouring protein coding genes through various mechanisms [12], [21], [22], [23]. We therefore examined whether linc00467 regulated the expression of RD3, the gene immediately down-stream of linc00467. BE(2)-C and Kelly cells were transfected with control siRNA, linc00467 siRNA-1 or linc00467 siRNA-2 for 48 hours, followed by RT-PCR analysis of RD3 mRNA expression. As shown in Figure 2A, transfection with linc00467 siRNA-1 or linc00467 siRNA-2 reduced linc00467 RNA expression in the neuroblastoma cells. Importantly, knocking-down linc00467 expression up-regulated RD3 mRNA expression in both BE(2)-C and Kelly cells (Figure 2B). The data indicate that linc00467 reduces mRNA expression of its neighbouring protein-coding RD3.

**Figure 2:**
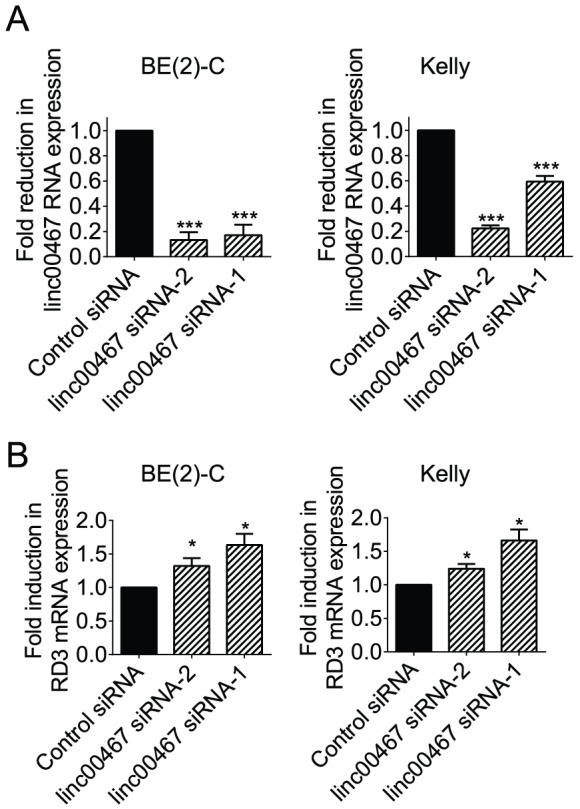
linc00467 reduces mRNA expression of its neighbouring protein-coding RD3. BE(2)-C and Kelly cells were transfected with scrambled control siRNA, linc00467 siRNA-1 or linc00467 siRNA-2 for 48 hours, followed by RNA extraction and and real-time RT-PCR analysis of the expression of linc00467 (**A**) or RD3 (**B**). Error bars represented standard error. * indicated *P*<0. 05, and *** indicated *P*<0.001.

### N-Myc represses *RD3* gene expression by direct binding to the *RD3* gene promoter

p53 has been shown to indirectly repress the expression of a subset of genes by inducing the expression of lincRNA-p21 [11]. We therefore examined whether N-Myc increased RD3 mRNA expression indirectly by suppressing linc00467 expression. RT-PCR analysis of RD3 mRNA expression was performed in BE(2)-C and Kelly cells 48 hours after transfection with control siRNA, N-Myc siRNA-1 or N-Myc siRNA-2. Surprisingly, opposite to our expectation, knocking-down N-Myc expression with N-Myc siRNA-1 or N-Myc siRNA-2 up-regulated RD3 mRNA expression (Figure 3A). Consistent with this finding, withdrawal of tetracycline from SHEP-21N neuroblastoma cells, which induced N-Myc expression, reduced linc00467 RNA expression (Figure 3B). To understand whether N-Myc directly repressed *RD3* gene transcription, we firstly analysed transcription factor binding sites at the *RD3* gene promoter with Gene-Regulation software (http://www.gene-regulation.com/pub/programs/alibaba2/index.html.) Results showed that Sp1-binding sites were enriched at +475 bp to +731 bp of *RD3* gene intron 1, relative to intron 1 start site (Figure 3C). We then examined a c-Myc ChIP-Seq dataset, which was generated by Dr. Michael Snyder's group at Yale University for the ENCODE/SYDH project. As shown in Figure 3D, the ChIP-seq data showed that the c-Myc oncoprotein bound to the *RD3* gene intron 1 region matching the Sp1-binding site-enriched fragment in K562 leukemia cells. Consistently, our own ChIP assays with primers targeting *RD3* intron 1 showed that an anti-N-Myc antibody efficiently immunoprecipitated the *RD3* gene intron 1 region enriched in Sp1-binding sites in BE(2)-C neuroblastoma cells (Figure 3E). To further understand whether the binding of N-Myc to the *RD3* intron 1 region repressed *RD3* gene transcription, the Sp1-binding site-enriched *RD3* intron 1 region was cloned into a pLightSwitch_Prom construct. Luciferase assays were performed in BE(2)-C cells after transfection with control siRNA or N-Myc siRNA-1, followed by transfection with a pLightSwitch_Prom construct expressing empty vector or the *RD3* intron 1 region. Results showed that knocking-down N-Myc expression significantly up-regulated luciferase activity of the pLightSwitch_Prom construct expressing the RD3 intron 1 region (Figure 3F). To understand whether N-Myc and linc00467 co-operatively reduce RD3 expression, we transfected BE(2)-C cells with control siRNA, N-Myc siRNA, linc00467 siRNA, or combination of N-Myc siRNA and linc00467 siRNA. RT-PCR analysis showed that N-Myc siRNA and linc00467 siRNA did not have co-operative effect in modulating RD3 expression (Figure S2). Taken together, the data suggest that N-Myc represses *RD3* gene transcription by direct binding to the Sp1-binding site-enriched region of the *RD3* gene promoter and reducing *RD3* promoter activity.

**Figure 3:**
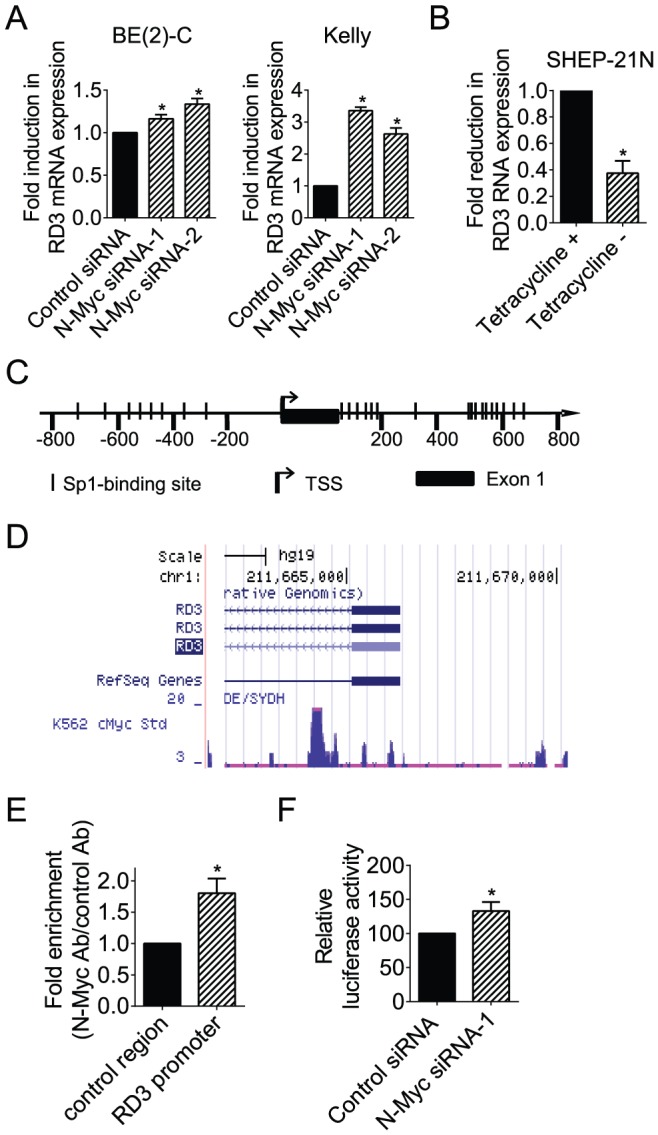
N-Myc represses *RD3* gene transcription by direct binding to the *RD3* gene promoter. (**A**) BE(2)-C and Kelly cells were transfected with scrambled control (Cont) siRNA, N-Myc siRNA-1 or N-Myc siRNA-2 for 48 hours, followed by RNA extraction and real-time RT-PCR analyses of RD3 mRNA expression. (**B**) SHEP-21N cells were incubated with or without tetracycline for 48 hours, followed by RNA extraction and RT-PCR analysis of RD3 RNA expression. (**C**) Schematic representation of the *RD3* gene promoter. TSS represented transcription start site, and | represented Sp1-binding sites. (**D**) ChIP-Seq data from Dr. Michael Snyder's group at Yale University for the ENCODE/SYDH project generated from K562 cells. (**E**) ChIP assays were performed with a control or anti-N-Myc antibody (Ab) and primers targeting a negative control region or the *RD3* gene core promoter region enriched in Sp1-binding sites in BE(2)-C cells. Fold enrichment was calculated by dividing PCR products from DNA samples immunoprecipitated with the anti-N-Myc Ab by PCR products from DNA samples immunoprecipitated with the control Ab, relative to input. Fold enrichment at the negative control region was artificially set as 1.0. (**F**) BE(2)-C cells were transfected with control siRNA or N-Myc siRNA-1, followed by co-transfection with Cypridina TK control construct plus empty vector or *RD3* gene promoter pLightSwitch_Prom construct. Luciferase activities were measured with a LightSwitch Dual Assay System kit, and expressed as a percentage change relative to control siRNA transfected samples. Error bars represented standard error. * indicated *P*<0.05.

### Knocking-down linc00467 expression reduces neuroblastoma cell survival

To understand whether repression of linc00467 expression by N-Myc contributed to an N-Myc-induced cancer phenotype, we transfected BE(2)-C and Kelly cells with control siRNA or linc00467 siRNA for 48 hours, followed by Alamar blue assays. As shown in Figure 4A, knocking-down linc00467 expression with siRNA reduced the number of viable BE(2)-C and Kelly cells. Alamar blue assays in BE(2)-C and Kelly cells 0, 24, 72 and 96 hours after transfection with control siRNA or linc00467 siRNA showed that linc00467 siRNA considerably reduced the number of viable cells 72 and 96 hours after siRNA transfection (Figure 4B). To examine whether the effect was due to cell death, we transfected BE(2)-C and Kelly cells with control siRNA or linc00467 siRNA, followed by staining with propidium iodide (PI) and cell cycle study with flow cytometry. We also transfected BE(2)-C and Kelly cells with control siRNA or linc00467 siRNA, followed by staining with the apoptosis marker fluorescein isothiocyanate (FITC)-conjugated Annexin V and analyses with flow cytometry. Data analyses showed that knocking-down linc00467 expression with siRNA increased the proportion of cells at sub-G1 phase of the cell cycle (Figure 4C) and the proportion of apoptotic cells (Figure 4D). Taken together, the data suggest that linc00467 promotes neuroblastoma cell survival.

**Figure 4:**
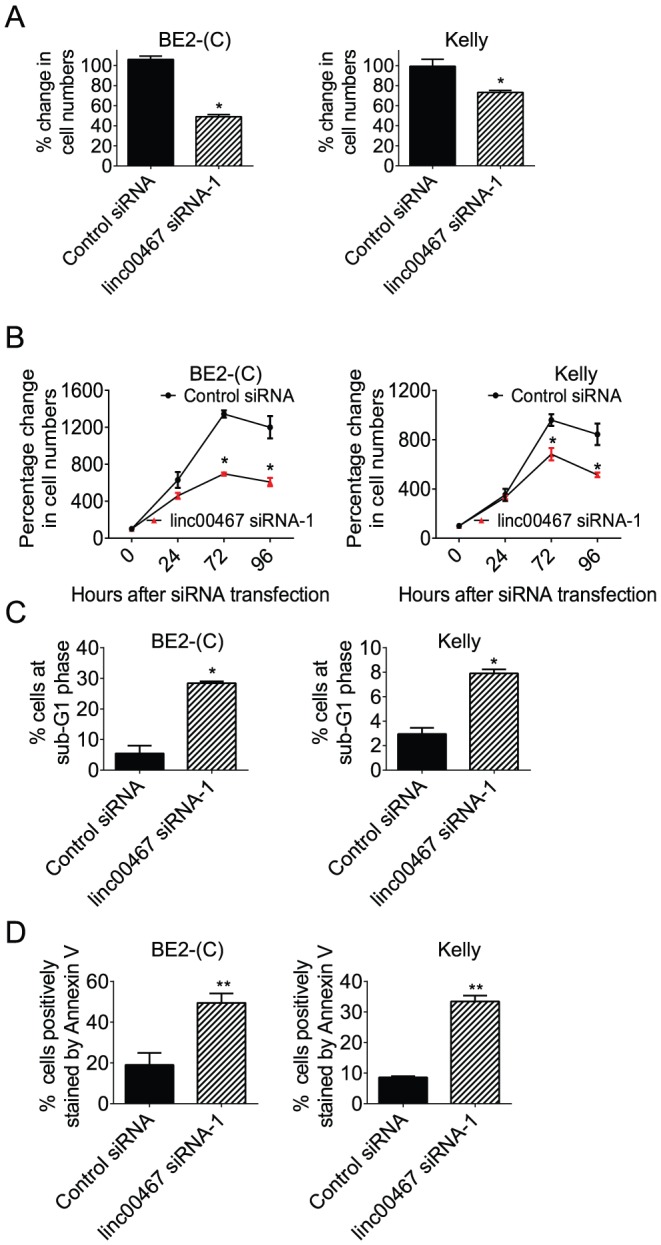
linc00467 enhances neuroblastoma cell survival. (**A**) BE(2)-C and Kelly cells were transfected with scrambled control siRNA or linc00467 siRNA-1 for 48 hours, followed by Alamar blue assays. The effect of linc00467 siRNA-1 was expressed as a percentage change in the number of viable cells after transfection with linc00467 siRNA-1, compared with control siRNA-transfected samples. (**B**) BE(2)-C and Kelly cells were transfected with scrambled control siRNA or linc00467 siRNA-1 for 0, 72 or 96 hours, followed by Alamar blue assays. The effects of time and siRNAs were expressed as percentages of the number of viable cells after transfection with control siRNA for 0 hour. (**C**) After transfection with control siRNA or linc00467 siRNA-1 for 72 hours, BE(2)-C and Kelly cells were stained with propodium iodide, and subjected to flow cytometry analyses of the cell cycle. The percentage of cells at sub-G1 phase was calculated. (**D**) After transfection with control siRNA or linc00467 siRNA-1 for 72 hours, BE(2)-C and Kelly cells were stained with FITC-conjugated Annexin V, and subjected to flow cytometry analyses. The percentage of cells positively stained by Annexin V was calculated. Error bars represented standard error. * indicated p<0.05, and ** p<0.01.

### Reduction in DKK1 expression contributes to linc00467-mediated neuroblastoma cell survival

To understand the mechanism through which linc00467 promotes neuroblastoma cell survival, we performed differential gene expression study of linc00467 target genes in BE(2)-C cells 48 hours after transfection with control siRNA or linc00467 siRNA-1. 

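BE(2)-C is a human neuroblastoma cell line with amplified MYCN. Total RNA from 1 culture transfected with control siRNA and from 1 culture transfected with linc00467 siRNA-1 was labelled with biotin 48 hours after transfection. Each RNA was hybridized to 1 Affymetrix HuGene-2_0-st array, which measures 1 sample per array. The targeted RNA, LINC00467 (probe set 16677153), had a log2 level of 6.55 with control siRNA and 5.67 with linc00467 siRNA-1, a log2 difference of -0.88. A description of the linc00467 siRNA sample calls its target lncMycN, whereas the title, source and treatment of that sample name linc00467. The sample labels name RPMI as the culture medium, whereas the paper's methods name Dulbecco's modified Eagle's medium for BE(2)-C cells.
The authors deposited 1 log2 level per probe set and array, for 53617 probe sets. The methods name R and Bioconductor for the analysis, the submitters' processing notes name MAS5, and which normalization gave these values is not settled by these sources. The log2 scale follows from the values, since 2 raised to the difference of the 2 arrays gives the folds of Table S1. Levels ran from 0.90 to 13.5 with a median of 4.56 on the control siRNA array, and from 0.89 to 13.61 with a median of 4.54 on the linc00467 siRNA-1 array. The 2 arrays had a Pearson correlation of 0.993 across probe sets, which are not independent replicates. Exactly equal values on both arrays were present for 12717 probe sets, 23.7% of all.
The values were used as deposited, and each difference is the log2 level with linc00467 siRNA-1 minus the log2 level with control siRNA. Gene names came from the platform annotation, which gave exactly 1 symbol for 16098 probe sets of 14884 genes and several symbols for 0 probe sets. The other 37519 probe sets are unnamed here and were left out unless stated. Gene lists were fixed before the data were examined, but after Table S1 had been read. A list member is called measured only if it has a named probe set, as 14 of 27 pro-apoptotic genes and 8 of 24 blood cell markers do. The lists therefore cover their pathways in part. For each list the median difference is given with its percentile among 10000 random lists of the same size matched on mean level, as a description of these arrays. With 1 array per condition there is no replicate, no error and no test for any difference, and the number of arrays limits the precision. A fold of a log2 level also depends on how background was treated, which matters most for probe sets with low levels.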

As shown in Table S1, one of the genes significantly up-regulated by linc00467 siRNA-1 was DKK1, a Wnt antagonist tumour suppressor gene known to induce cancer cell apoptosis [24], [25]. 

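DKK1, which encodes a secreted Wnt antagonist, was 1.85 fold higher with linc00467 siRNA-1 than with control siRNA. Its probe set (16705011), on chromosome 10, had a log2 level of 7.56 with control siRNA and 8.44 with linc00467 siRNA-1, a log2 difference of 0.88. Of the 500 named probe sets closest to it in mean level, 0 had a difference as high, and the robust SD of their differences was 0.20. Their SD was 0.29, and 6 of them were past 1.8 fold, counting both directions. DKK1 was taken from these same 2 arrays for passing 1.8 fold, so this rank is a description and no support for the rise. Among 19 measured Wnt antagonists and feedback inhibitors, 3 were higher and 2 were lower by at least 1.2 fold, and DKK1 was the only member past 1.8 fold. The other 2 that were higher were SHISA3, with a log2 difference of 0.47, and SOSTDC1, with 0.32. SFRP1, a secreted Frizzled-related protein gene, had a log2 difference of -0.29. The median of the list was 0.00, at percentile 46.0 of random lists.
Of 20 measured target genes of Wnt/beta-catenin signalling, 1 was higher and 2 were lower by at least 1.2 fold. FZD7, a Frizzled receptor gene, had a log2 difference of 0.34, and LGR5, which encodes an R-spondin receptor, had -0.75. The list's median was 0.01, at percentile 78.7, and 0.15 over members at or above the median level. Of 14 measured pro-apoptotic genes, 2 were higher and 2 were lower by at least 1.2 fold. APAF1, the core of the apoptosome, had a log2 difference of 0.43 and BID had 0.28, while BAK1 had -0.64 and the kinase gene DAPK1 had -0.48. The median of the pro-apoptotic genes was 0.04, at percentile 84.1.
Of 12 measured anti-apoptotic genes, BCL2 was higher by at least 1.2 fold, with a log2 difference of 0.56. The 2 that were lower were BIRC2, with -0.30, and TRIAP1, an apoptosis inhibitor activated by p53, with -1.28. The median of these 12 genes was 0.03, at percentile 76.3. TRIAP1 is also among the 16 measured p53 target genes, of which 1 was higher and 4 were lower by at least 1.2 fold. The stress-response gene SESN2 had a log2 difference of -0.74, the nuclease gene AEN had -0.32, and RRM2B, a ribonucleotide reductase subunit gene, had 0.56. The p53 list's median was -0.04, at percentile 7.70.

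**Figure D1:**
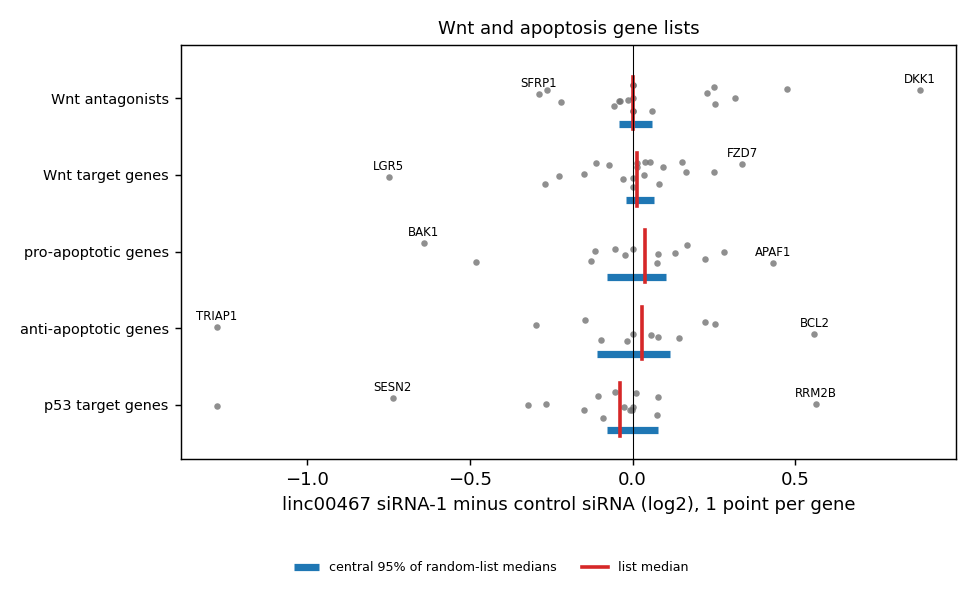
Difference between the linc00467 siRNA-1 array and the control siRNA array (log2, horizontal axis) for each measured gene of 5 lists; vertical scatter within a list only separates the points. Red lines mark the list medians and blue bars the central 95% of the medians of random lists of the same size and level. DKK1 lies at 0.88, and the 5 medians lie within their blue bars.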

RT-PCR analysis confirmed that transfection with linc00467 siRNA-1 or linc00467 siRNA-2 considerably up-regulated the expression of DKK1 in BE(2)-C and Kelly cells (Figure 5A).

**Figure 5:**
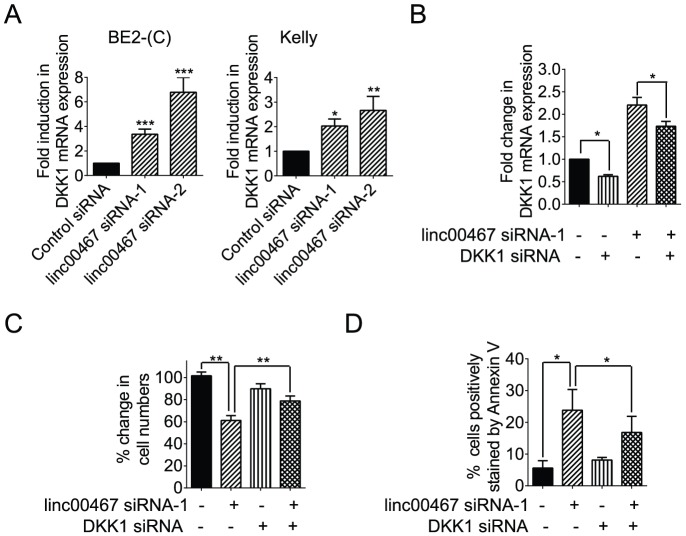
Reduction in DKK1 expression contributes to linc00467-mediated neuroblastoma cell survival. (**A**) BE(2)-C and Kelly cells were transfected with scrambled control siRNA, linc00467 siRNA-1 or linc00467 siRNA-2 for 48 hours, followed by RNA extraction and RT-PCR analysis of DKK1 gene expression. (**B**) BE(2)-C cells were transfected with scrambled control siRNA, linc00467 siRNA-1, DKK1 siRNA, or combination of linc00467 siRNA-1 and DKK1 siRNA for 48 hours, followed by RNA extraction and RT-PCR analysis of DKK1 gene expression. (**C**) BE(2)-C cells were transfected with scrambled control siRNA, linc00467 siRNA-1, DKK1 siRNA, or combination of linc00467 siRNA-1 and DKK1 siRNA for 72 hours, followed by Alamar blue assays. The effect of linc00467 siRNA-1 alone, DKK1 siRNA alone, or combination of linc00467 siRNA-1 and DKK1 siRNA was expressed as a percentage change, compared with control siRNA-transfected samples. (**D**) BE(2)-C cells were transfected with scrambled control siRNA, linc00467 siRNA-1, DKK1 siRNA, or combination of linc00467 siRNA-1 and DKK1 siRNA for 72 hours, followed by staining with FITC-conjugated Annexin V, and subjected to flow cytometry analyses. The percentage of cells positively stained by Annexin V was calculated. Error bars represented standard error. *, ** and *** indicated p<0.05, 0.01 and 0.001 respectively.

To examine whether up-regulation of the tumour suppressor gene DKK1 contributed to linc00467 siRNA-mediated apoptosis, we transfected BE(2)-C cells with control siRNA, linc00467 siRNA-1, DKK1 siRNA, or combination of linc00467 siRNA-1 and DKK1 siRNA. RT-PCR analysis showed that DKK1 siRNA reduced DKK1 gene expression, and blocked linc00467 siRNA-mediated DKK1 gene up-regulation (Figure 5B). Alamar blue assays (Figure 5C) and flow cytometry analyses of Annexin V positively stained cells (Figure 5D) showed that linc00467 siRNA-1 reduced the number of viable cells and increased the proportion of cells positively stained by Annexin V, and that DKK1 siRNA blocked linc00467 siRNA-1-mediated reduction in the number of viable neuroblastoma cells and induction of Annexin V positively stained cells. Taken together, the data suggest that reduction in DKK1 expression contributes to linc00467-mediated neuroblastoma cell survival.

## Discussion

lncRNAs are emerging as critical regulators of gene transcription, tumour initiation, progression and metastasis [9], [10], [26]. Myc oncoproteins, including N-Myc and c-Myc, are well-known to exert biological effects by modulating the expression of protein-coding genes and microRNAs [3], [4], [15]. However, little is known about whether Myc modulates the expression of lncRNAs, and whether regulation of lncRNA expression by Myc plays a role in Myc oncogenesis. In this study, we have performed genome-wide differential expression study with lncRNA microarray in neuroblastoma cells 30 hours after knocking-down N-Myc gene expression. Data analysis reveals that knocking-down N-Myc gene expression for 30 hours alters the expression of 6 lncRNAs by more than 2 fold. One of the lncRNAs most significantly up-regulated by N-Myc siRNA is linc00467.

linc00467 was identified by Human Genome Organisation Gene Nomenclature Committee (HGNC) based on published DNA and cDNA sequencing data [16], [17], [18], [19], [20]. Till today, the biological function of linc00467 is completely unknown. We have found that the *linc00467* gene core promoter is enriched in Sp1-binding sites, and that c-Myc binds to the Sp1-binding site-enriched region of the *lin00467* gene core promoter in K562 leukemia cells according to a publically available ChIP-Seq dataset. Moreover, our own ChIP assays have confirmed that N-Myc indeed binds to the Sp1-binding site-enriched region of the *lin00467* gene core promoter, luciferase assays show that N-Myc siRNA enhances *linc00467* gene promoter activity, and RT-PCR data demonstrate that *linc00467* gene expression is reduced by N-Myc and up-regulated by N-Myc siRNAs. As N-Myc is well-known to repress gene transcription by direct binding to target gene promoter regions enriched in Sp1-binding sites [5],[6],[7],[8], our data suggest that N-Myc represses *linc00467* gene expression by direct binding to the *linc00467* gene promoter region enriched in Sp1-binidng sites and suppresses *linc00467* gene promoter activity.

lncRNAs exert biological effects through *in cis* and *in trans* regulation of RNA expression at both transcriptional and post-transcriptional levels. For examples, a number of lncRNAs have been shown to up- or down-regulate the expression of their neighboring protein-coding genes through modulating chromatin structure and gene transcription [14], [22], [27], [28]. The lncRNAs DLEU1 and DLEU2 at 13q14.3 are often deleted in multiple types of cancers, and DLEU1 and DLEU2 modulate nuclear factor B function by down-regulating the transcription of their neighboring protein-coding KPNA3 and the microRNAs miR-15 and miR-16 [23]. Additionally, the lncRNA MALAT1 controls cell cycle progression by regulating the expression of the oncogenic transcription factor B-MYB through altering the binding of splicing factors on B-MYB pre-mRNA and causing aberrant alternative splicing [29], and the PTEN pseudogene expressed noncoding RNA antisense RNA (PTENpg1 asRNA) regulates both *PTEN* gene transcription and PTEN mRNA stability [30]. In this study, we have confirmed that knocking-down linc00467 up-regulates the expression of its neighbouring protein-coding gene *RD3*, which encodes a retinal protein responsible for the retinal degeneration disorder Leber congenital amaurosis type 12 [31], [32]. Surprisingly, we have also confirmed that N-Myc suppresses *RD3* gene expression through direct binding to the *RD3* gene promoter region enriched in Sp1-binding sites and reducing *RD3* gene promoter activity. These data indicate that linc00467 reduces RD3 mRNA expression most likely through an *in cis* mechanism, and that N-Myc-mediated suppression of *linc00467* gene transcription counterintuitively blocks N-Myc-mediated reduction in RD3 mRNA expression. In addition, our differential gene expression study with Affymetrix microarray has identified DKK1 as one of the genes significantly up-regulated by linc00467 siRNA, suggesting that linc00467 is also likely to modulate gene expression through *in trans* mechanisms.

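The 129 named probe sets that differed by at least 1.8 fold between the 2 arrays lay on 23 chromosomes. LINC00467 is on chromosome 1, which held 9 of these 129 probe sets, or 6.98%, and 9.47% of all named probe sets.
Of 20 measured genes of cholesterol synthesis and uptake, 7 were higher and 2 were lower by at least 1.2 fold with linc00467 siRNA-1 and 11 were within it, and the list's median of 0.22 was higher than that of all 10000 random lists. INSIG1, a sterol-regulated inhibitor of the pathway that was in Table S1, had a log2 difference of 0.95. The enzyme genes DHCR7 and HMGCS1 had 0.73 and 0.56, whereas the enzyme gene MSMO1 had -0.78 and SREBF2, which encodes a transcription factor of the pathway, had -0.32.
Of 11 measured metallothionein genes, which encode metal-binding proteins, 4 were lower by at least 1.8 fold, and the other 7 were within 1.2 fold. MT1F had a log2 difference of -1.17 and MT1G had -1.15, and MT1X and MT2A were also past 1.8 fold. The median of -0.18 lay at percentile 0.09. It was -1.34 over members at or above the median level and, as an alternative added after seeing the data, -0.095 without the genes of Table S1, at percentile 1.83. This list was chosen knowing that Table S1 holds several metallothioneins, so its direction is not independent evidence. Probe sets of near-identical genes such as these can hybridize to the same RNA.
Of 21 measured genes of the adrenergic neuroblastoma lineage, 4 were lower and 2 were higher by at least 1.2 fold, with a median of -0.14 at percentile 0.13. CHGA, which encodes a granule protein, had a log2 difference of -0.58. The transcription factor genes TBX2 and GATA3 had -0.50 and -0.30, and DBH, an enzyme of noradrenaline synthesis, had -0.41. LIN28B, an inhibitor of let-7 microRNA maturation, had 0.77 and ISL1 had 0.29. SREBF2, MT1G, GATA3 and ISL1 were chosen after their values had been seen, to complete counts, and MT1G lies below the median level.
Among 33 measured G1/S genes, 7 were lower and 2 were higher by at least 1.2 fold, with a median of 0.00 at percentile 10.4. CCNE1, the cyclin E1 gene, and E2F7 were past 1.8 fold, E2F7 with a log2 difference of -1.09. The replication factor gene CDC6 had -0.83 and E2F1 had -0.64. Among 32 measured G2/M genes, 9 were higher and 5 were lower by at least 1.2 fold, and the median was 0.12, at percentile 99.35. The mitotic kinase gene NEK2 had a log2 difference of 0.47. The 3 G2/M genes past 1.8 fold were all lower, namely DEPDC1B at -1.05, MPHOSPH9 at -0.88 and the phosphatase gene CDC25B at -0.87, against the direction of the median. Of 18 measured MYC target genes, 2 were higher and 1 was lower by at least 1.2 fold, with a median of 0.09 at percentile 94.98. PPAT and NOLC1 had 0.36 and 0.30, and the lactate dehydrogenase gene LDHA had -0.49.
Genes of a pathway vary together, so that random lists of unrelated genes have narrower medians than such lists. From the higher DKK1 level after linc00467 siRNA transfection, the paper proposes that linc00467 also modulates gene expression through in trans mechanisms.

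**Figure D2:**
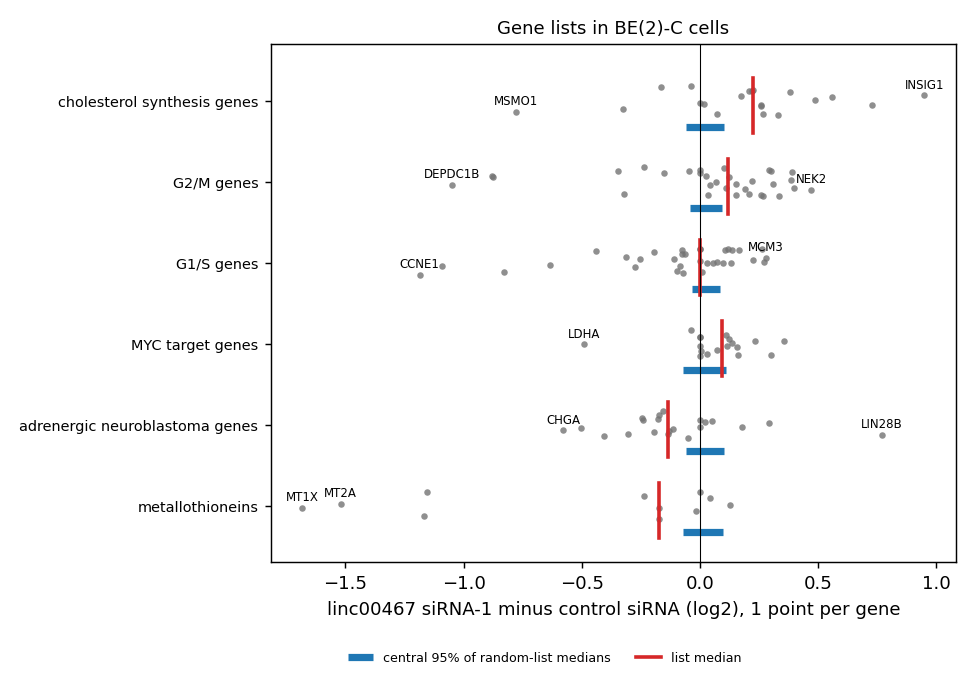
Difference between the linc00467 siRNA-1 array and the control siRNA array (log2, horizontal axis) for each measured gene of 6 lists; vertical scatter within a list only separates the points. Red lines mark the list medians and blue bars the central 95% of the medians of random lists of the same size and level. The medians of the cholesterol synthesis and G2/M genes, 0.22 and 0.12, lie above their bars, and those of the adrenergic genes and metallothioneins, -0.14 and -0.18, lie below.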

While the biological function of linc00467 is completely unknown in the literature, the Wnt antagonist DKK1 is well-known to induce cancer cell apoptosis and function as a tumour suppressor gene [24], [25]. This study reveals that knocking-down linc00467 gene expression reduces the number of viable neuroblastoma cells, increases the percentage of cells at sub-G1 phase of the cell cycle and induces apoptosis in neuroblastoma cells. Importantly, simultaneous knocking-down DKK1 expression blocks linc00467 siRNA-regulated neuroblastoma cell death. The data suggest that linc00467 may play a role in tumourigenesis through reducing DKK1 expression, leading to enhanced tumour cell viability, and that N-Myc-mediated suppression of *linc00467* gene transcription counterintuitively blocks N-Myc-mediated cell survival.

In summary, this study identifies lncRNAs as targets of N-Myc in neuroblastoma cells through genome-wide differential gene expression study, and demonstrates that N-Myc suppresses *linc00467* gene transcription through direct binding to the *linc00467* gene promoter. linc00467 reduces the expression of its neighbouring protein-coding gene *RD3*, while N-Myc suppresses *RD3* gene transcription through direct binding to the *RD3* gene promoter. Importantly, linc00467 enhances neuroblastoma cell survival through reducing DKK1 expression. These findings therefore demonstrate that N-Myc-mediated suppression of *linc00467* gene transcription counterintuitively blocks N-Myc-mediated reduction in RD3 mRNA expression, and reduces neuroblastoma cell survival by inducing DKK1 expression.

## Materials and Methods

### Cell culture

Neuroblastoma BE(2)-C cells were cultured in Dulbecco's modified Eagle's medium supplemented with 10% fetal calf serum [5], [6], [7], [8]. Kelly cells were grown in RPMI 1640 supplemented with 10% fetal calf serum and 1% L-glutamine.

### siRNA transfection

Cells were transfected with AllStars negative control siRNA, N-Myc siRNA, linc00467 siRNA or DKK1 siRNA (Qiagen) using Lipofectamine 2000 (Life Technologies) as previously described [5], [6], [7], [8].

### Real-time RT-PCR

Following siRNA transfections, RNA was extracted from cells using PureLink RNA Mini kit (Life Technologies) according to the manufacturer's instructions. RNA samples were then quantified using Nanodrop spectrophotometer and treated with DNAse 1 (Life Technologies) to remove remaining genomic DNA. Synthesis of cDNA from RNA samples was carried out using M-MLV Reverse Transcriptase (Invitrogen). Real-time RT PCR was performed in Applied Biosystems 7900 using SYBR green PCR Master Mix (Life Technologies) as previously described [5], [6], [7], [8].

### Immunoblot

For the analysis of protein expression by immunoblot, cells were lysed, protein extracted and separated by gel electrophoresis. After western transfer, membranes were probed with mouse anti-N-Myc antibody (1∶1000) (Santa Cruz Biotech), followed by horseradish peroxidase-conjugated anti-mouse (1∶10000) antiserum (Santa Cruz Biotech). Protein bands were visualized with SuperSignal (Pierce). The membranes were lastly re-probed with an anti-actin antibody (Sigma) as loading controls.

### lncRNA microarray

Neuroblastoma BE(2)-C cells were transfected with scrambled control siRNA or N-Myc siRNA-1. Thirty hours after siRNA transfection, RNA was extracted from the cells with RNeasy mini kit and treated with DNAse 1. Differential gene expression was examined with NCode™ Human Non-coding RNA Microarray (Invitrogene), according to the manufacturer's instructions. Results from the microarray hybridization were analysed with GeneSpring software (GeneSpring), and deposited at Gene Expression Omnibus website (accession number: GSE52984)

### mRNA microarray

Neuroblastoma BE(2)-C cells were transfected with scrambled control siRNA or linc00467 siRNA-1. Fourty-eight hours after siRNA transfection, RNA was extracted from the cells with RNeasy mini kit. Differential gene expression was examined with Affymetrix HuGene-2_0-st Arrays (Affymetrix), according to the manufacturer's instructions. Results from the microarray hybridization were analysed in R (http://www.r-project.org/) with bioconductor package (http://www.bioconductor.org/), and deposited at Gene Expression Omnibus website (accession number: GSE52985).

### Chromatin imunoprecipitation (ChIP) assays

ChIP assays were performed with an anti-N-Myc antibody (Merck Millipore) or a control antibody and PCR with primers targeting negative control region or Sp1-binding site-enriched region of the *linc00467* or *RD3* gene core promoter. Fold enrichment of the *linc00467* and *RD3* gene core promoter region by the anti-N-Myc antibody was calculated by dividing the PCR product from the *linc00467* or *RD3* gene core promoter region by the PCR product from the negative control region, relative to input.

### Luciferase assays

Sp1-binding site enriched *linc00467* gene promoter region (−248 bp upstream of *linc00467* gene transcription start site to +567 bp of intron 1) was custom-cloned into the pLightSwitch_Prom construct by SwitchGear Genomics. Sp1-binding site enriched intron 1 region of RD3 (0 bp to +1043 bp) was also custom-cloned into the pLightSwitch_Prom construct by SwitchGear Genomics. BE(2)-C neuroblastoma cells were transfected with control siRNA or N-Myc siRNA-1, followed by co-transfection with Cypridina TK control construct plus empty vector, *linc00467* or *RD3* gene promoter pLightSwitch_Prom construct. Luciferase activities were measured with a LightSwitch Dual Assay System kit (SwitchGear Genomics) according to the manufacturer's instructions, and expressed as percentage changes relative to control siRNA transfected samples.

### Alamar blue assays

Alamar blue assays were performed as previously described [33]. Briefly, cells were transfected with various siRNAs in 96 well plates. After siRNA transfection, cells were incubated with Alamar blue (Invitrogen), and the plates were read on a microplate reader at 570/595 nm. Results were calculated according to the optical density absorbance units and expressed as percentage change in viable cell number.

### Flow cytometry study

For the analysis of cells at sub-G1 phase, seventy-two hours after siRNA transfection, cells were harvested, fixed in 80% ethanol, washed and then stained with 50 µg/ml propidium iodide (Sigma) in solution containing 2 µg/ml RNase (Roche). Flow cytometric analysis of the cells was performed using FACS Calibur machine and FACS Diva software (BD Biosciences). The percentage of cells at sub-G1 phase of the cell cycle was analyzed.

For the analysis of apoptosis, seventy-two hours after siRNA transfection, cells were incubated with FITC-conjugated Annexin V (BD Biosciences), and then subjected to flow cytometric analysis of FITC-positive cells using FACS Calibur machine and FACS Diva software.

### Statistical analysis

Experiments were conducted 3 times in duplicates. Data were analysed on Prism 6 software (GraphPad) and presented as mean ± standard error. Differences were analyzed for significance using ANOVA among groups or two-sided unpaired t-test for two groups. A p value of less than 0.05 was considered statistically significant.

## Supporting Information

Figure S1 N-Myc directly binds to the ODC1 gene promoter. ChIP assays were performed with a control or anti-N-Myc antibody (Ab) and primers targeting a negative control region or the ODC1 gene core promoter region. Fold enrichment was calculated by dividing PCR products from DNA samples immunoprecipitated with the anti-N-Myc Ab by PCR products from DNA samples immunoprecipitated with the control Ab, relative to input. Fold enrichment at the negative control region was artificially set as 1.0. Error bars represented standard error. ** indicated *P*<0. 01.
(PDF)

Figure S2 N-Myc and linc00467 do not have a co-operative effect on RD3 expression in neuroblastoma cells. BE(2)-C cells were transfected with scrambled control siRNA, N-Myc siRNA-1, N-Myc siRNA-2, linc00467 siRNA-1, linc00467 siRNA-2, combination of N-Myc siRNA-1 and linc00467 siRNA-1, or combination of N-Myc siRNA-2 and linc00467 siRNA-2 for 48 hours, followed by RT-PCR analysis of RD3 expression. Error bars represented standard error. * indicated *P*<0. 01, compared with control siRNA-transfected samples.
(PDF)

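More named probe sets were lower than higher by at least 1.8 fold with linc00467 siRNA-1, although the median difference of all named probe sets was 0.00. Of 16098 named probe sets, 93 were lower and 36 were higher by at least 1.8 fold. Protein-coding genes accounted for 69 of the lower and 25 of the higher probe sets. The largest positive difference among named probe sets at or above the median level was that of LUM, the gene of the extracellular matrix proteoglycan lumican, from a log2 level of 8.14 with control siRNA to 9.70 with linc00467 siRNA-1. This was a log2 difference of 1.56. RRAS, a Ras family GTPase gene, had a log2 difference of 1.29, and STYX, which encodes an inactive phosphatase, had 1.26. The other 7 of the 10 largest positive differences of such named probe sets were those of SLC66A3, HYKK, SMIM15, PLPPR2, LAYN, ZNF367 and the noncoding C10orf95-AS1, between 1.24 and 1.09.
The largest negative difference among named probe sets at such a level was that of TMEM203, a transmembrane protein gene, from 8.72 to 7.03, a log2 difference of -1.69. MT1X and MT2A, a pair of metallothionein genes, had log2 differences of -1.68 and -1.52, and MIR154, a microRNA gene on chromosome 14, had -1.55. EEF1G, a subunit gene of a translation elongation factor, had -1.30 at 1 probe set, with a mean level of 9.34. Its other probe set, with a higher mean level of 10.14, had only -0.33, and which of them measures EEF1G mRNA better was not tested. The other 5 of the 10 largest negative differences of such named probe sets were those of TRIAP1, the sorting nexin gene SNX12, TMEM267, N4BP2 and CCNE1, the last with -1.19.
Over all 53617 probe sets, 706 were lower and 261 were higher by at least 1.8 fold. Of these, 613 and 225 are unnamed here, so these are not counts of genes. The 3824 probe sets with the lowest IDs, a group chosen after seeing the data of which 92 are named, held 349 of the lower and 105 of the higher ones and had a median difference of -0.12. The named genes were taken by size of difference alone, since no test could be made, and C10orf95-AS1 had a log2 difference of only 0.05 at its other probe set.

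**Figure D3:**
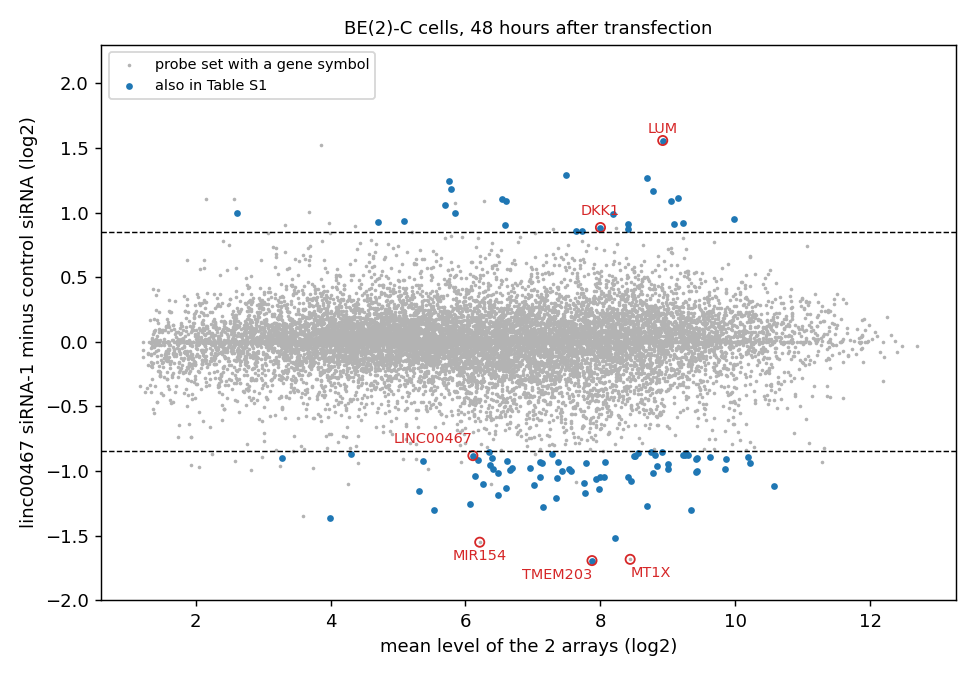
Difference between the linc00467 siRNA-1 array and the control siRNA array (vertical axis, log2) against the mean level of the 2 arrays (horizontal axis, log2), 1 point for each of the 16098 named probe sets. Blue points are also in Table S1, dashed lines mark 1.8 fold, and red circles mark 6 named genes. More points lie below the lower line (93) than above the upper line (36).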

Table S1 Modulation of target gene expression by linc00467 siRNA-1 by more than 1.8 fold, as identified by Affymetrix microarray, in BE(2)-C cells 48 hours after transfection with control siRNA or linc00467 siRNA-1. 

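LINC00467 had 0.543 times its control siRNA signal with linc00467 siRNA-1, a signed fold of -1.84, at its 1 named probe set. Of the 500 named probe sets closest to it in mean level, 4 had a difference as low or lower, and the robust SD of their differences was 0.15. With quantile normalization of the 2 arrays the signed fold was -1.797, short of 1.8 fold. The nearest protein-coding genes on one side of it on chromosome 1, TRAF5 and RCOR3, had log2 differences of -0.17 and 0.12.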

The cut-off was set at 1.80 fold, as linc00467 siRNA-1 reduced the expression of linc00467 by 1.841 fold.
(DOCX)

# Supplementary material for: The Novel Long Noncoding RNA linc00467 Promotes Cell Survival but Is Down-Regulated by N-Myc
**Source:** PLoS One. 2014 Feb 19;9(2):e88112. doi: 10.1371/journal.pone.0088112
**Supplement:** Table S1 — Modulation of target gene expression by linc00467 siRNA-1 by more than 1.8 fold, as identified by Affymetrix microarray, in BE(2)-C cells 48 hours after transfection with control siRNA or linc00467 siRNA-1. The cut-off was set at 1.80 fold, as linc00467 siRNA-1 reduced the expression of linc00467 by 1.841 fold.

**Supporting Information Table S1**.

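Table S1 gives, for each of 156 probe sets, the signed fold between the linc00467 siRNA-1 array and the control siRNA array, with lower levels written as negative folds. In the deposited values, 108 of these probe sets were lower and 48 were higher with linc00467 siRNA-1, in the direction of the table for all 156. The fold recomputed from the log2 values lay within 0.01 of the paper's fold for 154 probe sets. The platform annotation names 97 of the 156 probe sets, and 59 have a name only in Table S1. Under the names of the table, MT1CP, a metallothionein pseudogene, had a log2 difference of -1.51 and the noncoding host gene SNHG12 had -1.26. WIPI1, an autophagy gene, had 1.37 and the nuclear receptor gene NR4A3 had 1.13. These 4 were chosen after their values had been seen. KRTAP19-8 and KRTAP21-2, hair keratin-associated protein genes that were on a list of genes taken as silent in these cells, are also among the 156. ITFG1, also chosen after its values had been seen, has the largest fold of the table, -4.739, from a log2 level of 5.18 to 2.93. With levels raised to at least the median level of the genes taken as silent, its fold was -2.71.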

How the deposited data were processed for this re-analysis (not part of the article)

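Gene expression was measured in BE(2)-C neuroblastoma cells that had received control siRNA or linc00467 siRNA-1 for 48 hours, with 1 Affymetrix HuGene-2_0-st array per condition. The authors deposited log2 expression levels per probe set for both arrays. The paper's methods name R and Bioconductor, and the submitters' processing notes name MAS5. The version of either, the normalization that was applied and the genome build of the array are not given in the sources used here. No scanner values were used here, so background treatment and normalization stayed as the authors made them.

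From the deposited log2 values the difference of each probe set was computed as linc00467 siRNA minus control siRNA, and the fold as 2 raised to that difference. Of 53617 probe sets, 16098 had exactly 1 gene symbol in the platform annotation, 0 had several and 37519 had none there and are unnamed here. All 16098 matched a gene of the RefSeq table of assembly GRCh38.p14 by gene number, and 0 symbols changed. This table served only for names, chromosomes and the order of neighbouring genes, and no coordinates are given because the build of the array is not known. Where a gene had several probe sets, their values were averaged for gene lists and for the alternatives of single genes. Counts were made over named probe sets.

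There was 1 array per condition, so no test, p-value or error between cultures could be computed, and the depth of a hybridization has no count. A probe set's difference is set beside those of the 500 named probe sets closest in mean level. The median of a gene list is set beside the medians of 10000 random lists of the same size, drawn within 20 bins of mean level. Both are descriptions of these 2 arrays.

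The named genes were LINC00467, DKK1, RD3, MYCN and ODC1, the 10 largest positive and the 10 largest negative differences among named probe sets with a mean level at or above the median of 5.68, and 2 to 4 members of each gene list with the largest positive or negative differences at such a level. Genes that complete a count outside this rule are named as chosen after their values had been seen. This rule, the samples, the alternatives and 27 gene lists were fixed before the data were examined. The folds of Table S1 had been read by then. MYCN is unnamed on this array here. The lists cover Wnt antagonists, Wnt targets, pro-apoptotic and anti-apoptotic genes, p53 targets, G1/S and G2/M genes, MYC targets, adrenergic and mesenchymal neuroblastoma genes, and Schwann, blood and endothelial cell markers. They also cover interferon-stimulated genes, metallothioneins, zinc transporters, cholesterol synthesis, stress response, oxidative stress, immediate early genes, histones, neighbours of LINC00467, housekeeping genes, ribosomal proteins, oxidative phosphorylation, zinc finger genes and gene families taken as silent. Of the 27 lists, 26 had a member with a named probe set.

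The alternatives were centring on the median difference, quantile normalization of the 2 arrays, a lowess correction against mean level with a fraction of 0.2, and a floor at the median level of the silent families, 3.67 for control siRNA and 3.74 for linc00467 siRNA. Others were the probe set with the highest level in place of the mean, a restriction to levels at or above the median, folds of 1.5 and 2, and the use of all probe sets. The list procedure was tested on simulated differences of 14884 genes. Of 200 lists of 20 genes without a shift, 3.5% fell outside the central 95% of random lists, and with a shift of 0.3 on the log2 scale 100% lay above it. These lists held independent genes by construction, so the simulation does not cover lists of genes that vary together. Of 50 genes changed 2 fold in that simulation, 84% passed the 1.8-fold cut-off, and of 50 changed 1.5 fold, 8% did.

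Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. Both columns of sample values were used.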

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

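Of the tests in this part, the one of recurring values was chosen before its result was seen and the others afterwards. The list of chromosome 14 microRNAs was also defined after its values had been seen.

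Most microRNA genes of a cluster on chromosome 14, from MIR379 to MIR656, were lower with linc00467 siRNA-1, which the paper does not report. The median log2 difference of 42 measured members was -0.35, 36 were below 0 and 6 were lower by at least 1.8 fold, among them MIR154 at -1.55 and MIR329-1 at -1.09. Another 4 were exactly 0 and 2 were above 0, and 25 were lower and 1 was higher by at least 1.2 fold. A lower signal of all microRNA probe sets is argued against by random lists of other microRNAs matched on level, whose medians had a 1st percentile of -0.072, and noise of low signals by the 13 members at or above the median level, with a median of -0.50, although a floor at the level of the silent families brought the median of all members to -0.22. A candidate explanation is a lower level of the long noncoding host transcripts of the locus, but only MEG3 at -0.32 and MEG9 at -0.09 are named, and their median of -0.20 rests on too few RNAs to decide. Whether the probe sets named for microRNA genes measured mature microRNAs or longer RNAs was not tested. The locus' protein-coding genes, RTL1 at -0.28 and DLK1 at 0.00, are not these host transcripts and cannot decide it, so the explanation stays open. These 4 genes were chosen after their values had been seen. A difference between the 2 cultures or hybridizations that is unrelated to linc00467 cannot be told apart from an effect of the siRNA with 1 array per condition.

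Exactly equal values on both arrays were found for 12717 probe sets, including both probe sets of RD3. They outnumber the 80 probe sets that differed by more than 0 and at most 0.001 by a factor of 159, which is consistent with a step of the authors' normalization or summarization, and argues against unchanged RNA levels alone, which would leave small differences. The equal values also recur in other probe sets of the control siRNA array 3.00 times as often as unequal ones, 72.9% against 24.3%, as a grid of values shared by the 2 arrays would give. A difference of 0 may therefore stand for a small difference in signal. The shares were not matched on level, so whether there is a grid, and which step made the equal values, stays open.

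The 129 named probe sets past 1.8 fold were examined for noise, and the 613 lower and 225 higher unnamed ones were not. Among named probe sets below the median level 0.373% were past 1.8 fold and above it 1.23%, a ratio of 0.303, which argues against noise of low signals as the source of most of the 129. In the silent families, with a median level of 3.67, 2 of 91 probe sets were past it, or 2.2%, more than in either group, with an exact 95% binomial interval from 0.267% to 7.71% that includes both shares. Noise therefore remains possible for single probe sets at low levels. The shares do not test noise at higher levels, where the spread of differences was wider around DKK1 than around the lower RD3 probe set. The 500 probe sets closest in level to the lower RD3 probe set had a robust SD of 0.079 and an SD of 0.17. Those closest to DKK1 had 0.20 and 0.29, and the silent families had 0.10 and 0.25. Of 13 genes with a probe set past 1.8 fold and further probe sets, the further ones differed in the same direction for 10, by 0 for 3 and in the opposite direction for 0. Their median of 0.33 in that direction argues against noise of single probe sets alone for these 13 genes only if their probe sets measure independently. Whether they share probes or bind the same RNA was not tested, and only 1 further probe set was past 1.8 fold. For the 115 genes with no further probe set, noise of single probe sets stays open. A difference between the 2 cultures or hybridizations that is unrelated to linc00467 cannot be told apart from the siRNA's effect with 1 array per condition.

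MT1X, a metallothionein gene outside Table S1, had a log2 difference of -1.68, from 9.28 with control siRNA to 7.60 with linc00467 siRNA-1. In all, 811 probe sets past 1.8 fold are outside Table S1, of which 779 are unnamed here, 26 are of microRNA genes, 5 are of long noncoding RNA genes and 1 is of a protein-coding gene, MT1X. The 3824 probe sets with the lowest IDs, a group chosen after seeing the data, hold 454 of the 811. What the unnamed probe sets measure was not established, so the 811 are not a count of genes that Table S1 leaves out.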

How the results depend on the processing

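No paired analysis was possible because there was 1 array per condition. As no replicate spread exists, a difference was called moved when it changed by more than the robust SD of the 500 probe sets closest in level, or, for a list, by more than the SD of its random-list medians. Centring changed nothing, as the median difference of named probe sets was 0.00, so it says nothing about stability. Of the values under the other alternatives, 142 stayed within that range or within 1.5 times a count, 35 moved and 1 changed sign. Part of the 142 could not move, such as DKK1 and LINC00467 under the floor and with the highest probe set. The count of 142 therefore overstates stability. DKK1 ranged from 0.88 to 0.91 and LINC00467 from -0.88 to -0.85, where quantile normalization left LINC00467 short of 1.8 fold. RD3 ranged from 0.00 to 0.03. Of the 156 probe sets of Table S1, 140 to 156 stayed past 1.8 fold and 153 to 156 kept their direction, the lowest values coming from the floor. The robust SD of the silent families was 0.10 under each scaling. Zinc transporters, with 1 measured gene, were not recomputed, and blood cell markers gave no median at or above the median level, with 1 such gene. Low signals limit these values, since the silent families had a median level of 3.67.

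The higher and lower probe sets numbered 175 and 310 at 1.5 fold, 18 and 36 at 2 fold, and 261 and 706 over all probe sets, by construction of those settings. Over all probe sets without the 3824 with the lowest IDs, an alternative added after the data had been seen, they numbered 156 and 357. With quantile normalization the list medians became 0.021 for mesenchymal genes, 0.057 for interferon-stimulated genes, 0.014 for silent families, -0.052 for ribosomal proteins and 0.058 for zinc finger genes, and oxidative phosphorylation genes changed sign, from -0.0004 to 0.0061. With the lowess correction they became -0.0017 for silent families and 0.023 for zinc finger genes. With the floor they became 0.074 for Wnt antagonists, interferon-stimulated genes and silent families alike, which is the difference between the 2 floors and so given by construction, and 0.027 for zinc finger genes. With only levels at or above the median they became 0.030 for Wnt antagonists, 0.15 for Wnt target genes, -0.032 for G1/S genes, 0.047 for mesenchymal genes, 0.086 for Schwann cell markers, 1.00 for endothelial markers, -1.34 for metallothioneins, -0.044 for immediate early genes and 0.021 for zinc finger genes, which also had 0.021 with the highest probe set. Such lists hold fewer genes, and otherwise the cause was not tested. Alternatives added after the data had been seen left out the genes of Table S1, which gave 0.15 for G2/M genes, 0.075 for endothelial markers, -0.095 for metallothioneins and 0.016 for zinc finger genes. The chromosome 14 microRNAs, also added, had -0.22 with the floor and -0.50 at or above the median level.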

Differences from the paper's values

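The fold of RRAS computed from the deposited values was 2.45, and the paper's value in Table S1 is 2.245. The fold of MRPL10 was -2.02, and the paper's value is -2.046. Both differ by more than the 0.01 within which the other 154 folds of Table S1 lay, and none of the 4 scaling and floor alternatives set before the data were examined brought either within 0.01 of the paper's value. Centring and the floor left both unchanged and so could not have done so. Table S1 gives the name RIMA1 to a probe set that the platform annotation assigns to LIMA1.

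The paper also measured 3 of these genes by RT-PCR in BE(2)-C cells 48 hours after transfection, which is another assay and not on the arrays' scale. LINC00467 RNA with linc00467 siRNA-1 was about 0.17 of control siRNA in the paper's Fig. 2A, read by eye, and 0.543 on the arrays. RD3 mRNA was about 1.6 times control siRNA in the paper's Fig. 2B, read by eye, from which the paper states that RD3 was up-regulated. On the arrays RD3 was 1.00 times control siRNA, from values exactly equal on both arrays at both probe sets. Such equal values may come from a step of the processing, so 1.00 may not be a measured ratio and cannot be weighed against the rise. DKK1 mRNA was about 3.4 times control siRNA in the paper's Fig. 5A, read by eye, and 1.85 on the arrays, higher in both. None of the 4 scaling and floor alternatives set before the data were examined closed any of these 3 differences. Centring and the floor left all 3 genes unchanged, so only quantile normalization and the lowess correction could move them. For DKK1 in the paper's Fig. 5B, about 2.2 read by eye, the array value of 1.85 lay within 1.5 times.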

Other observations

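Genes of other cell types were mostly at low levels in these cultured cells. Of 10 measured endothelial markers, 3 were higher and 0 were lower by at least 1.2 fold, with a median of 0.18 at percentile 99.92. S1PR1, a sphingosine phosphate receptor gene, had a log2 difference of 1.09 and ENG, the endoglin gene, had 0.92, and both are in Table S1. Over these 2, the list's only members at or above the median level, the median was 1.00, and without the genes of Table S1 the list's median was 0.08, at percentile 96.6. Of 18 measured mesenchymal genes, 2 were higher and 1 was lower by at least 1.2 fold, namely LUM, the transcription factor gene SNAI2 at 0.33 and DCN at -0.40, with a median of 0.00 at percentile 42.8. DCN, below the median level, was chosen after its values had been seen. The medians were 0.00 for 7 Schwann cell markers (percentile 42.4) and 0.07 for 8 blood cell markers (percentile 93.75), with SOX10 at 0.00, S100B at 0.17 and CD68 at -0.09. Of 20 interferon-stimulated genes, 3 were higher and 1 was lower by at least 1.2 fold, with IFI35 at 0.59 and USP18 at 0.32 and a median of 0.04 at percentile 96.7.

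Most ribosomal protein genes were slightly lower, and 44 of 52 were within 1.2 fold. Of 52 measured members, 41 were below 0, with 6 lower and 2 higher by at least 1.2 fold, and the median was -0.09 at percentile 0.05, with RPL28 at -0.52 and RPL39L at 0.47. With quantile normalization it was -0.052, at percentile 0.02. The median of 436 zinc finger genes was 0.02, above all 10000 random lists, with ZNF367 at 1.09 and ZNF512 at -1.02, and 0.058 with quantile normalization. Its size is small, and the many differences of exactly 0 hold the medians of random lists near 0. Of 13 oxidative stress genes, the mitochondrial peroxiredoxin gene PRDX3 had -1.11 and TXNRD1 had 0.39, with a median of 0.05 at percentile 81.65. Stress response genes had a median of 0.03 over 14 members (percentile 75.3), with SESN2 at -0.74 and SDF2L1 at 0.30. Immediate early genes had 0.00 over 17 members (percentile 48.3), with JUN at -0.46 and ARC at 0.43. Oxidative phosphorylation genes had -0.0004 over 26 members (percentile 14.0), which turned to 0.01 with quantile normalization, with COX8A at -0.45 and COX7A2 at 0.16. Housekeeping genes had -0.06 over 9 members (percentile 13.4), with LDHA at -0.49 and TBP at 0.24. Of the zinc transporters only the regulator MTF1 is named, at -0.04, and 0 of the 66 replication-dependent histone genes are named here.

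RD3, which encodes a retinal protein and lies downstream of LINC00467 on chromosome 1, has 2 named probe sets. Their log2 levels were 4.75 and 7.36, each exactly equal on both arrays. The paper's claim on RD3 rests on RT-PCR. The list of neighbours has 9 measured genes including LINC00467 itself, its only member past 1.8 fold. Of the others, the DNA replication gene DTL had -0.42 and NEK2 had 0.47, with a median of 0.00 at percentile 42.3. The N-Myc target gene ODC1 had log2 levels of 11.3 and 11.4, a log2 difference of 0.12.

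The silent families, mainly olfactory receptor and hair keratin-associated protein genes, had 90 measured genes with a median of 0.00 at percentile 49.8. Of their 91 probe sets, 2 were past 1.8 fold, which is 2.2% (exact 95% binomial interval 0.267% to 7.71%), against 0.801% of all named probe sets. Their differences had a robust SD of 0.10 and an SD of 0.25, and 27 of the 90 genes had a difference of exactly 0. For 86 protein-coding genes with 2 named probe sets, both at or above the median level, the differences of the 2 probe sets had a Pearson correlation of 0.57 and a Spearman correlation of 0.51 across genes, which are not independent replicates. Over 393 genes with 2 named probe sets at any level the Pearson correlation was 0.26. Both sets of genes leave out those whose 2 probe sets had identical values, 6 of 399 in all.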
